A study of Mus musculus with 4 samples (transcriptomic, total RNA). Its data were reported in "A novel m6A reader Prrc2a controls oligodendroglial specification and myelination" (2018).

How the data were processed

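m6A-seq measures where N6-methyladenosine (m6A), a methyl mark on adenosine in RNA, lies along transcripts. By the methods of the study, mRNA from brain of 4-week-old mice (strain C57BL/6J per the labels) was fragmented and incubated with an antibody against m6A. The tissue was whole brain, and the samples are listed as total RNA. The RNA bound by the antibody was sequenced beside the RNA that did not go through the antibody (input). The series holds 4 samples, 2 of m6A immunoprecipitation (IP) and 2 of input. Each IP sample came with a list of peaks. The input samples came without processed files and enter only through the enrichment values of the peaks.

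According to the methods of the study, the authors trimmed adapters with Cutadapt and removed short reads and reads with ambiguous bases with Trimmomatic. They then used TopHat for alignment to the mouse genome mm10 and kept uniquely mapped reads. Peaks were called by the authors with MACS2, separately for each IP replicate with its own input as control, without a fragment-size model, with all duplicate reads kept and with a cutoff on the false discovery rate. The replicates were not pooled. The deposited values of each peak are its chromosome, start, end and fold enrichment, a linear ratio of IP over input as the authors' peak caller gave it. Keeping duplicates can raise the fold enrichment of peaks built on few molecules. Because the ratio has the input in its denominator, peaks in RNA with little input coverage depend on how the caller sets the lowest control value. The lists hold no read counts, coverage, summit, strand, p-value or q-value. The sequencing depth of the samples is therefore unknown here, and no interval or floor that needs it is given.

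Coordinates were used as in the lists, with both ends counted, and the shortest peak was then 200 nt in both replicates. The reference was mouse genome build GRCm38, patch 6, which has the same chromosome sequences as mm10, with GENCODE release M21. No peak ended beyond its chromosome, and 98.95% of the start codons of the representative transcripts read ATG in the sequence. For each protein-coding gene 1 representative transcript was used, the one with the longest coding sequence (CDS), giving 21732 transcripts.

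A peak was called shared when it overlapped a peak of the other replicate by at least 1 bp. Overlaps were computed with nested containment lists and checked against bedtools 2.31.1, which gave identical counts. Shared intervals are the bases common to a peak of replicate 1 and a peak of replicate 2. For comparisons of fold enrichment each shared peak was matched to its best partner in the other replicate, and only pairs in which each peak was the best partner of the other were used. Shares of peaks are given with 95% Wilson intervals. The overlap due to peak number and width was measured with 1000 circular shifts of the replicate 2 peaks along each chromosome. Spearman's correlation and the difference in mean log2 fold enrichment were tested with 100000 permutations, the smallest p-value of which is 1e-05, and the difference of medians with 10000.

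The midpoint of each shared interval was placed on the spliced representative transcript. Midpoints in exons of several representative transcripts were left out. For each placed interval a position was redrawn uniformly over the exons of the same transcript, and the shares of intervals and of redrawn positions were compared with Fisher's exact test. Motifs were searched on the strand of the transcript, in the genomic sequence of the interval. The background was 1 region of the same length per interval, centred on a position drawn over the exons of all representative mRNAs. Both sets can reach into introns next to short exons. All 5-mers were tested by presence or absence with Fisher's exact test and Benjamini-Hochberg adjustment. The study searched motifs with HOMER, which was not available here. p-values across peaks, intervals or genes treat these as units. They are not independent replicates, and only 2 biological replicates stand behind every value.

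The followed genes were fixed before the peak lists were available. They are 9 genes that appear in the text of the study (Olig2, Prrc2a, Ythdf2, Fto, Sox10, Pdgfra, Cspg4, Mbp and Nes), together with the 5 shared peaks with the largest value of the lower of both fold enrichments, 1 per gene. Cspg4 appears there as the cell marker NG2 and Nes through the Nestin-Cre driver. The alternatives planned before the lists were available were overlap of at least 50% of both peaks, midpoints within 100 bp, fold enrichment of at least 2 for the shared fractions, merging of peaks within 100 bp, restriction to chromosomes 1 to 19 and X, redrawing within exons, windows of 100 nt and 400 nt around stop codons, any overlapping base, all coding transcripts, medians in place of means, a background from the same gene, windows of 100 nt for the motif, the motifs GGAC and DRACH (D is A, G or T, R is A or G, H is A, C or T), a peak anywhere in the gene and leaving out each replicate. Settings based on q-values, coverage or −log10 of q, also listed beforehand, had no values to work on. In their place, and after the lists had been seen, a fold enrichment of at least 2 was applied to all results, equal numbers of the strongest peaks by fold enrichment were compared, and a motif background matched for GC content was added, in which the closest in GC of 20 candidate regions was taken for each interval.

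The functions for overlap, shifting, correlation, transcript positions and motifs were tested on simulated data with known answers. A planted overlap share of 59.93% was recovered as 59.93%, and 100% of unambiguous planted positions mapped back to their transcript. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9.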

Results

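m6A-seq was performed on mRNA of mouse whole brain at 4 weeks of age, to map the m6A sites that a candidate m6A-binding protein, Prrc2a, could recognise. Peak lists of 2 IP replicates were compared, each called by the authors against its own input. A total of 38533 m6A peaks were called in replicate 1 and 30134 in replicate 2. The peaks had a median length of 349 nt in replicate 1 and 343 nt in replicate 2, and covered 16.6 Mb and 13.1 Mb of the genome (mm10). The median fold enrichment of IP over input was 2.88 in replicate 1 (quartiles 2.13 and 3.91) and 2.20 in replicate 2 (quartiles 1.75 and 2.82). On the log2 scale the peaks averaged 1.54 ± 0.60 (SD over peaks) in replicate 1 and 1.17 ± 0.47 in replicate 2. Read numbers were not in the files analysed here, so that the depth behind either list is unknown.

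Since peaks present in both replicates were carried forward in the study, the overlap of the lists was measured first. Of the replicate 1 peaks, 23125 overlapped a replicate 2 peak, which is 60.0% (95% Wilson interval 59.5 to 60.5). Of the replicate 2 peaks, 23189 overlapped a replicate 1 peak, which is 77.0% (76.5 to 77.4). The common bases formed 23901 shared intervals with a median length of 334 nt, and the Jaccard index of the bases was 0.495. Replicate 1 had 15408 peaks and replicate 2 had 6945 peaks without a counterpart. The replicate 1 share moved most with peaks of fold enrichment of at least 2 in both lists, where 47.8% of 30651 replicate 1 peaks were shared. For replicate 2 the largest move came from requiring midpoints within 100 bp, which left 61.5%.

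The overlap was then compared with that given by peak number and width alone. When the replicate 2 peaks were shifted around each chromosome, 399.1 ± 33.4 replicate 1 peaks (mean ± SD of 1000 shifts) overlapped a peak, so that the observed number was 57.9 times higher (permutation p = 0.000999, the smallest that 1000 shifts can give). The ratio was much smaller when the genes were held fixed. With peaks redrawn within exons of the genes that hold them, 18564 exonic peaks overlapped against 8445.1 ± 57.4 after redrawing, a ratio of 2.20 (permutation p = 0.000999).

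Whether peak strength, and not only position, was shared between replicates was examined over 22457 pairs of matching peaks. Fold enrichment correlated with a Spearman's rho of 0.634 (permutation p = 1e-05, the smallest that 100000 permutations can give) and a Pearson's r of 0.622 on log2 values. This correlation is across peaks of a single pair of samples, and peaks are not independent replicates. Fold enrichment was higher in replicate 1 in 77.9% of the pairs, with medians of 3.03 in replicate 1 and 2.33 in replicate 2. Restricting both lists to a fold enrichment of at least 2 left 14203 pairs and lowered rho to 0.408.

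Peaks found in a single replicate were weaker and shorter than shared peaks. In replicate 1 the mean log2 fold enrichment was 1.5996 ± 0.6029 (SD, n = 23125 peaks) for shared and 1.4534 ± 0.5786 (n = 15408) for replicate-specific peaks, a difference of 0.146 (permutation p = 1e-05). In replicate 2 the means were 1.2358 ± 0.4628 (n = 23189) and 0.9470 ± 0.4456 (n = 6945), a difference of 0.289 (permutation p = 1e-05). Both differences were smaller than the SD over peaks, and the distributions overlapped widely. Shared peaks had median lengths of 392 nt in replicate 1 and 364 nt in replicate 2, against 296 nt and 286 nt for replicate-specific peaks. The order of the replicates changed at a fold enrichment of at least 2, where the difference was 0.265 in replicate 1 and 0.141 in replicate 2. The filter acts on both lists, so that a replicate 1 peak with a weaker partner counts as replicate-specific (n = 16012 in replicate 1). The change of order can therefore not be told apart from an effect of the filter.

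**Figure D1:**
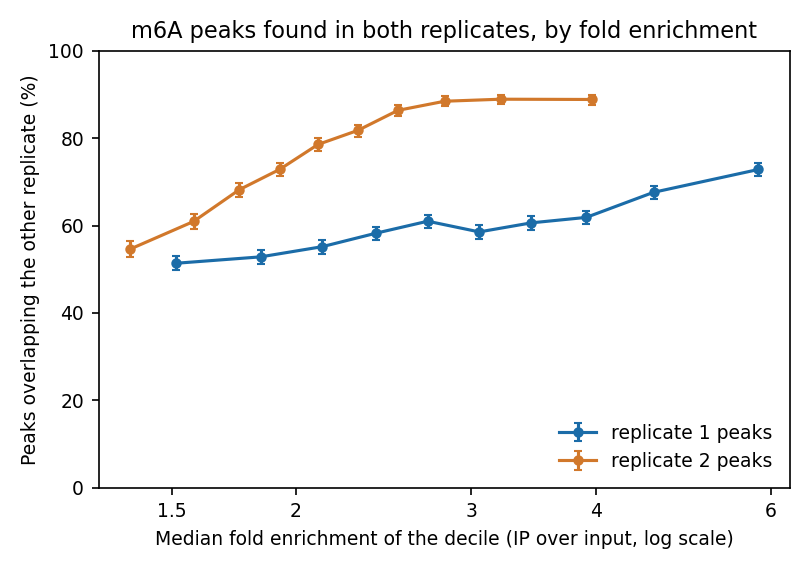
Share of m6A peaks that overlapped a peak of the other replicate (y axis, %) in each decile of fold enrichment (x axis, median fold enrichment of IP over input in the decile, log scale) for replicate 1 and replicate 2, with points joined by lines and 95% Wilson intervals as bars. The share rose from 51.4% to 72.8% in replicate 1 and from 54.6% to 88.9% in replicate 2.

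Across deciles of fold enrichment, 51.4% of the weakest and 72.8% of the strongest replicate 1 peaks were found in replicate 2. In replicate 2 the corresponding shares were 54.6% and 88.9%. The strongest replicate 1 decile, with a median fold enrichment of 5.83, was thus shared less often than the middle of the replicate 2 list, where 81.8% of the sixth decile were shared.

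The shared intervals were then assigned to annotated genes. By their midpoint, 49.4% of the 23901 intervals lay in CDS (95% Wilson interval 48.8 to 50.0), 23.3% in 3′ UTRs (22.7 to 23.8) and 7.3% in 5′ UTRs (6.9 to 7.6). Introns held 5.8% and intergenic sequence 2.1%. Other exons of protein-coding genes held 5.8%, exons of several genes 4.1% and exons of non-coding genes 2.2%. Replicate-specific peaks were placed differently. Among those of replicate 1, 26.7% (26.0 to 27.4) were intronic and 8.1% intergenic, compared with 8.9% (8.3 to 9.6) and 1.8% among those of replicate 2. Shared intervals were found in exons of 9615 genes, of which 9229 were protein-coding and 113 lincRNA genes. A single interval was found in 4275 of these genes, and the largest numbers were 18 in Syne1 and 17 each in Macf1 and Pclo. The gene number moved most when replicate 2 was left out, since 11878 genes had a peak in replicate 1, with or without one in replicate 2.

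The distribution along mRNA was compared with positions redrawn over the same transcripts. A total of 19751 intervals, in 9134 genes, could be placed on 1 representative transcript. Within 200 nt of the stop codon lay 22.9% of the midpoints (95% Wilson interval 22.4 to 23.5), compared with 11.7% of the redrawn positions (odds ratio 2.26, 95% interval 2.14 to 2.38, Fisher's exact p = 7.75e-196). CDS held 61.8% of midpoints and 53.9% of redrawn positions (odds ratio 1.38, Fisher's exact p = 1.36e-56). 5′ UTRs held 9.3% and 7.4% (odds ratio 1.29, Fisher's exact p = 5.25e-12). 3′ UTRs held fewer midpoints than redrawn positions, 28.9% against 38.7% (odds ratio 0.644, Fisher's exact p = 2.47e-94), with an excess in the first part of the 3′ UTR and a deficit farther downstream. Counting any base of the interval in place of its midpoint raised the share near stop codons to 36.9% against 22.7% for redrawn intervals. Among the transcript regions, the 5′ UTR value depended most on the filter. At a fold enrichment of at least 2 it was 7.4% against 7.5% for redrawn positions (Fisher's exact p = 0.7716), and no enrichment in 5′ UTRs was detectable.

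**Figure D2:**
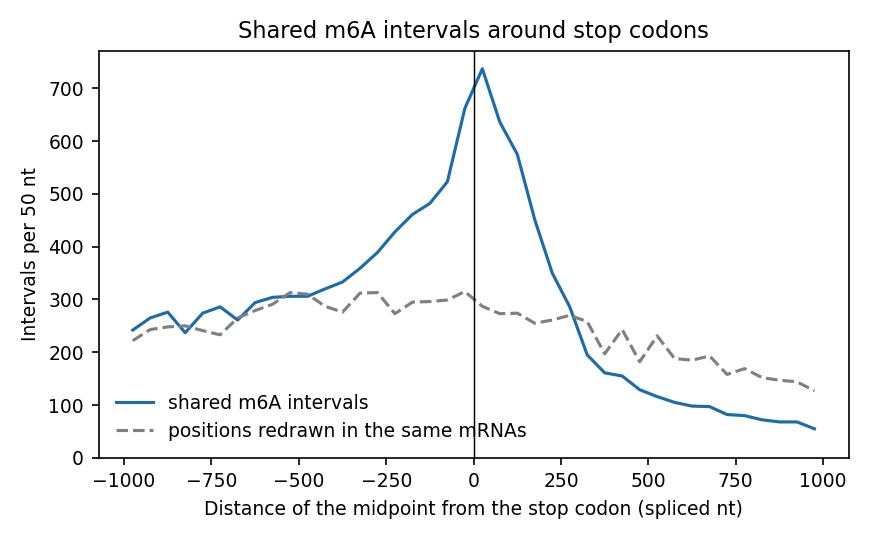
Number of shared m6A interval midpoints per 50 nt (y axis) by spliced distance from the stop codon (x axis, nt, negative upstream) for shared intervals (solid line) and for positions redrawn in the same mRNAs (dashed line). Shared intervals peaked at 737 in the 50 nt after the stop codon, where 287 redrawn positions fell, and were below the redrawn positions from 300 nt downstream.

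Next, the consensus m6A motif was searched in the placed intervals. GGACT was present in 43.1% of the shared intervals (95% Wilson interval 42.4 to 43.8) and in 31.9% of length-matched regions redrawn over exons of mRNAs (odds ratio 1.62, 95% interval 1.55 to 1.68, Fisher's exact p = 3.52e-117, Benjamini-Hochberg adjusted p = 2.16e-116 over all 5-mers). The shorter core GGAC was present in 82.0% against 67.7% (odds ratio 2.17, Fisher's exact p = 4.2e-237). GGACT was not the most enriched 5-mer and ranked 118 by odds ratio. The first ranks were held by CGGCG (odds ratio 2.37), AGCGG (2.36) and GCGGA (2.36), and CGGAC, which contains the GGAC core, ranked 5 (2.26). The 20 most enriched 5-mers all contained CG. Among the 780 5-mers without CG, GGACT ranked 20, and 3 of the first 10 contained GGAC. The shared intervals had a median GC content of 53.5% and the background regions 47.1%. The odds ratio of GGACT was 1.54 against regions within exons of the same gene. In windows of 100 nt it was 1.82, and at a fold enrichment of at least 2 it was 1.88. DRACH moved the result most, since nearly every sequence of this length contains it. It was present in 98.7% of intervals and 98.9% of background regions (odds ratio 0.842, Fisher's exact p = 0.0749). With a background matched for GC content, which was added after the first result had been seen, the odds ratio of GGACT was 1.36 (Fisher's exact p = 4.26e-49) and its rank 50.

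**Figure D3:**
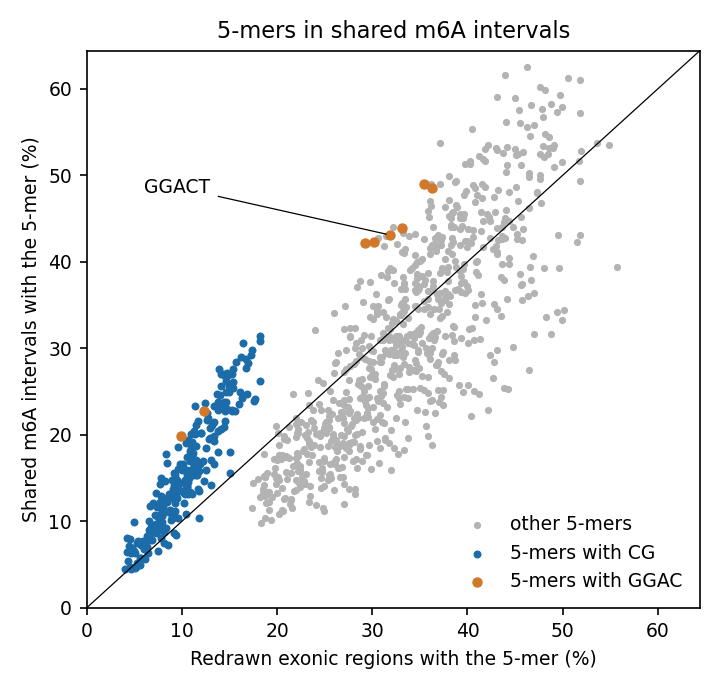
Percent of shared m6A intervals (y axis) and of length-matched redrawn exonic regions (x axis) that contain each 5-mer, 1 point per 5-mer, with 5-mers containing GGAC and 5-mers containing CG coloured and the diagonal marking equal shares. GGACT lies above the diagonal at 43.1% against 31.9%, and 5-mers with CG lie above it as a group.

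All 9 followed genes had at least 1 shared peak, and 8 had one at a fold enrichment of at least 2 in both replicates. Olig2 encodes an oligodendrocyte transcription factor whose mRNA the study examined as a target of Prrc2a (chromosome 16, 91225457 to 91228677, plus strand, 2 exons). It had 4 peaks in each replicate, and all were shared. The first covered the 5′ UTR in exon 1 (91225454 to 91225794 in replicate 1 and 91225454 to 91225739 in replicate 2), with fold enrichments of 2.01 in replicate 1 and 3.52 in replicate 2. The second began at 91226345 in both replicates, in exon 2, and covered the start codon and the first part of the CDS. It ended at 91226889 in replicate 1 (fold enrichment 2.69) and at 91227098 in replicate 2 (1.88). The third spanned the stop codon and the start of the 3′ UTR. It ran from 91227269 to 91227893 in replicate 1 (fold enrichment 7.28) and from 91227304 to 91227899 in replicate 2 (2.76). The last lay in the 3′ UTR, at 91228045 to 91228277 in replicate 1 (1.83) and 91228115 to 91228548 in replicate 2 (1.51). The ranking of the peaks differed between replicates, with the peak at the stop codon strongest in replicate 1 and the 5′ UTR peak strongest in replicate 2. The Olig2 mRNA contains GGACT at 2 places, both in the CDS. Counted from the first base of the start codon, their adenosines are at positions 5 (91226404, in GGGGCCATGGACTCGGACGCC) and 112 (91226511, in CACAGGAGGGACTGTGTCCTC), and both lay within the second peak of each replicate.

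**Figure D4:**
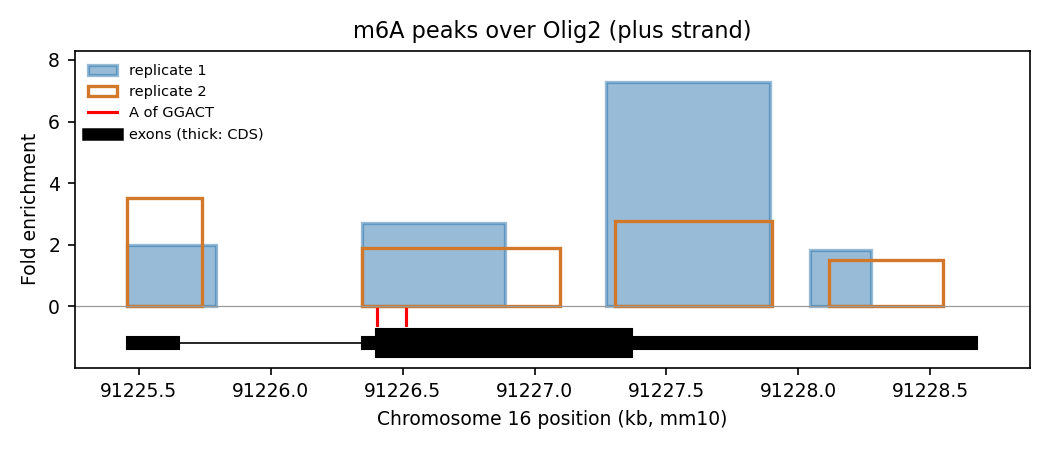
m6A peaks over Olig2 on chromosome 16 (x axis, position in kb, mm10), drawn as boxes with the fold enrichment of the peak as height (y axis), filled for replicate 1 and outlined for replicate 2, above the exons (thin) and CDS (thick) and the adenosines of the 2 GGACT sites (red). The peak at the stop codon reached 7.28 in replicate 1 and 2.76 in replicate 2, and both GGACT sites lie under the CDS peak (2.69 and 1.88).

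Among the other followed genes, Prrc2a itself (chromosome 17, 35149076 to 35164897, minus strand) had 7 peaks in replicate 1, all of them shared, and 12 in replicate 2. The strongest Prrc2a peak of replicate 1 lay in CDS of exon 16 (35156202 to 35157207, fold enrichment 5.11) and was covered by a wider replicate 2 peak (35155315 to 35157207, 2.64). Ythdf2, which encodes an m6A-binding protein, had 3 peaks per replicate, the strongest in CDS of exon 4 (132204126 to 132205083 on chromosome 4, 4.45, and 132204196 to 132205047, 3.24). Fto, which encodes an m6A demethylase, had 3 peaks per replicate, in the first and the third exon and in the 3′ UTR, and Sox10 had 5 per replicate. Pdgfra had 4 peaks in replicate 1 and 2 in replicate 2. A peak in its 5′ UTR (75155972 to 75156354 on chromosome 5) had a fold enrichment of 5.56 in replicate 1 and no counterpart in replicate 2. Cspg4 had 6 peaks in each replicate and Nes 4 in replicate 1 and 6 in replicate 2, most of them in CDS. Mbp had 2 shared peaks of low fold enrichment, in CDS of exon 4 (82554427 to 82554776 on chromosome 18, 2.58 in replicate 1, and 82554484 to 82554750, 1.55 in replicate 2) and in the 3′ UTR (82584112 to 82584857, 1.75, and 82584112 to 82584820, 1.35).

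The 5 strongest shared peaks, ranked by the lower of both fold enrichments, were only partly in mRNAs. The first lay in an exon of ENSMUSG00000070282, a transcribed processed pseudogene (chromosome 9, 109830031 to 109830595, minus strand), with fold enrichments of 8.77 in replicate 1 and 9.12 in replicate 2. Reads of a processed pseudogene can be shared with its parent gene, and this value is therefore uncertain. An intergenic interval on chromosome 7 (60922761 to 60923074) had 12.1 and 8.44, and an exon of the lincRNA gene ENSMUSG00000101856 (chromosome 5, 25530256 to 25530601, plus strand) had 7.03 and 7.0. Kcnb2 had 7.07 and 6.81 in CDS of exon 2 (chromosome 1, 15710051 to 15711706, plus strand). Irs1 had 6.71 and 6.67 in the 3′ UTR in exon 2, 227 nt after the stop codon (chromosome 1, 82237194 to 82237604, minus strand).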

Values the study reported

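The study reported 8022 binding peaks of Prrc2a within 2858 genes, from sequencing of RNA bound by Prrc2a in brain. Of those genes, 2646 gave mRNAs. It reported that 3707 of the Prrc2a peaks, 46%, overlapped m6A peaks. These values concern Prrc2a binding, which was not analysed here.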

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

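Intronic shared intervals enter none of the comparisons of transcript region or motif above, and a signal appeared in them. Of 1281 intervals whose midpoint lay in an intron of a single gene, 32.0% contained GGACT on the strand of the gene, against 26.3% of length-matched intronic regions of the same genes (odds ratio 1.3186, 95% interval 1.11 to 1.56, Fisher's exact p = 0.0017). If these peaks were called noise, an odds ratio near 1 was predicted before the test. The intervals also had a higher median GC content than the redrawn regions, 52.3% against 46.2%. Both sets were chosen by midpoint and can reach into neighbouring exons. Exon sequence was not removed, so that it may contribute to the difference in GGACT and in GC content. Against intronic regions of the same genes matched for GC content, a test added after the first result was seen, the odds ratio was 1.0218 (95% interval 0.87 to 1.21, Fisher's exact p = 0.8320). The median of the 59 other 5-mers with the letters of GGACT was 0.94 in that comparison, and 17 of them reached the value of GGACT. GC content is thus not excluded as the source of the excess, and the motif test does not exclude called noise. Of 5569 intronic replicate 1 peaks, 1459 overlapped a replicate 2 peak, against a mean of 399.1 replicate 1 peaks of all kinds after shifting. That argues against noise that falls at unrelated places in both lists. Noise that follows the same transcripts in both is not excluded, since no positions were redrawn within introns for the overlap. GGACT on the sense strand only was found in 290 intervals and on the antisense strand only in 190 (ratio 1.53, exact binomial p = 5.78e-06), while the redrawn intronic regions gave 232 and 224. A purine skew of the sense strand would do the same without methylation. Of the 59 other 5-mers with the letters of GGACT, 11 leaned to the sense strand as much or more relative to the redrawn regions, so that this skew is not excluded either. If they were unannotated or extended exons, they were predicted to lie near annotated exons, and 68.1% had an annotated exon within 500 bp of the midpoint against 38.8% of redrawn positions (odds ratio 3.38, Fisher's exact p = 1.24e-50). The annotation therefore remains a candidate explanation for the peaks themselves, and peaks that reach over an exon border also count as near. The design has no group that would test a biological explanation.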

How the results depend on the processing

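The groups, the tests, the followed genes and most alternatives were fixed before the peak lists were available. Of 55 alternative values over 13 results, 45 left the direction and the side of the threshold, the value within its stated spread or the count within 1.5 times, 8 moved and 2 reversed. The overlap ratio, the correlation, the differences between shared and replicate-specific peaks, the stop codon share and the CDS and 3′ UTR shares were unchanged in this sense under every alternative. The gene number of 9615 stayed within 1.5 times under every alternative, from 7769 at a fold enrichment of at least 2 to 11878 without replicate 2.

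The shared fractions moved under 4 settings. Overlap of at least 50% of both peaks gave 52.25% in replicate 1 and 66.82% in replicate 2, and midpoints within 100 bp gave 48.12% and 61.54%, since wide peaks of one list that cover part of a peak of the other drop out. At a fold enrichment of at least 2 the shares were 47.76% and 79.91%. This filter removes more of replicate 2, whose fold enrichments are lower, and so leaves replicate 1 peaks without their counterpart. With equal numbers of the strongest peaks by fold enrichment, a setting chosen after the data were seen, they were 62.17% and 63.02%. Most overlaps join 1 peak of each list, so that lists of equal length give nearly equal shares whatever the cause. The source of the gap between the replicates cannot be told from this setting.

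The 5′ UTR share reversed at a fold enrichment of at least 2, to 7.42% against 7.53% for redrawn positions (Fisher's exact p = 0.7716), because intervals near mRNA starts are weak. The motif odds ratio reversed with DRACH, to 0.8423 (Fisher's exact p = 0.0749), because the pattern is so short and degenerate that nearly all sequences contain it. Without either replicate the stop codon share ranged from 20.53% to 20.62%, the GGACT odds ratio from 1.479 to 1.487 and the gene number from 10511 to 11878.

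The replicate block was not run because the input samples, which share replicate numbers with the IP samples, have no processed values among the files analysed here, and no result comes from a test between groups. Alternatives with q-values under a stricter cutoff, ranking by q-value, −log10 of q and peak coverage were not run because the lists hold no such columns. The unknown depth limits what can be said of peaks missing from one list, which may be unmethylated or only undetected there, and the fall of rho from 0.634 to 0.408 at a fold enrichment of at least 2 shows how much of the correlation rests on the range of the values.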

Other observations

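Predictions were written before each test unless stated otherwise. The series has a single biological condition, and no biological explanation of the patterns below was tested between groups.

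The motif was examined in replicate-specific peaks. In 8317 replicate 1-specific exonic peaks GGACT was more common than in redrawn exonic regions, 31.5% against 27.4% (odds ratio 1.2179, Fisher's exact p = 7.94e-09), and the odds ratio in replicate 2-specific peaks was 1.25 (Fisher's exact p = 1.44e-07). Against regions matched for GC content, a test added after these values were seen, the odds ratio was 1.1480 in replicate 1 (95% interval 1.07 to 1.23, Fisher's exact p = 4.89e-05) and 1.08 in replicate 2 (0.99 to 1.17, Fisher's exact p = 0.0807). In replicate 1, 8 of the 59 other 5-mers with the letters of GGACT reached its value. Neither called noise nor GC content is excluded as the source of the replicate-specific peaks. For enrichment near the calling threshold, the shared fraction of the strongest decile was predicted to be at least 1.5 times that of the weakest, or else flat. The prediction was made for replicate 1, where the observed ratio was 1.4177, between both outcomes. In replicate 2 the ratio was 1.63, above the predicted 1.5. Over exonic peaks alone, a split made after these results were seen, the ratios were 1.65 and 1.64. Enrichment near the calling threshold therefore remains an explanation for the replicate 2-specific peaks and is undecided for replicate 1 as a whole.

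The exception to the rise of overlap with strength was outside exons in replicate 1. Of the replicate 1 peaks, 67.8% of the exonic but only 26.2% of the intronic (1459 of 5569) and 28.7% of the intergenic peaks were found in replicate 2, although the intronic peaks had a higher median fold enrichment (3.33) than the exonic peaks (2.75). In replicate 2, 68.3% of 1961 intronic and 79.8% of 615 intergenic peaks were shared, against 77.5% of the exonic peaks. Both of the following predictions were written after this pattern had been seen. If the replicate 1-specific intronic peaks came from pre-mRNA or genomic DNA without methylation, GGACT was predicted to be equally common on both strands. It was on the sense strand only in 655 and on the antisense strand only in 436 of 3793 intervals (ratio 1.5023, exact binomial p = 3.55e-11), against 567 and 617 of redrawn intronic regions. A purine skew of the sense strand gives the same lean, and 10 of the 59 other 5-mers with the letters of GGACT leaned to the sense strand as much or more, in a test added later. The sense strand alone showed no excess over redrawn regions (21.9% against 20.6%, odds ratio 1.08, Fisher's exact p = 0.2066). Against GC-matched regions its odds ratio was 0.85 (Fisher's exact p = 0.0022). The 59 other 5-mers had a median of 0.77 and 21 of them reached GGACT, so that a low value is not particular to GGACT. Unmethylated pre-mRNA or DNA is therefore not excluded. The other prediction concerned the control. Fold enrichments in the lists repeat on evenly spaced values, with a step of 0.077 in replicate 1 and 0.114 in replicate 2, as they would if IP counts were divided by a constant lowest control value. If input coverage at this floor made the intronic peaks, most of them were predicted to lie on these values. The share was 23.5523% in replicate 1-specific intronic peaks, against 2.12% of all exonic replicate 1 peaks and 0.0519% by chance. It was 5.58% in replicate 1-specific exonic peaks and 5.15% in replicate 2-specific intronic peaks. The share in replicate 1-specific intronic peaks was thus above both exonic shares but did not reach most of the peaks. The prediction was not met, which argues only against a single constant floor of the control as the source of most of these peaks. Peaks with low input coverage above that floor would not lie on these values, so that low input coverage is not excluded. The floor may account for those on the evenly spaced values. The excess of intronic peaks in 1 of 2 replicates cannot be told apart from a difference in pre-mRNA content or depth between the libraries.

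The motif result was examined for base composition. Among the 60 5-mers with the letters of GGACT, 1 other, TCGGA (odds ratio 1.67), reached the odds ratio of GGACT, where several were predicted under base composition and none otherwise, so that this test did not decide. With the GC-matched background 0 others reached it. A strand comparison was predicted after the motif result was seen. Composition that is alike on both strands cannot favour either strand, yet GGACT was on the sense strand only in 5403 and on the antisense strand only in 3102 shared exonic intervals. The ratio was 1.5708 times that of redrawn exonic regions (95% interval 1.48 to 1.67, Fisher's exact p = 4.19e-45). A purine skew of the sense strand can give such a ratio too and was tested last, with the other 59 5-mers of the same letters. Their median ratio over redrawn regions was 1.0313, and 1 of them, TGGAC (1.59), which contains the GGAC core, reached that of GGACT. Methylation at the GGAC core is a candidate explanation, written as a hypothesis since it was tested on the data in which it was seen. The 1 other 5-mer level with GGACT in the strand comparison contains the GGAC core, so that it does not set base composition apart from methylation there. The comparison with the random background left TCGGA level with GGACT, and the GC-matched comparison left none. A part of the excess from base composition is therefore not excluded.

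Once GC content was matched, the first rank was held by the purine-rich 5-mer GAAGA (59.9% of shared intervals against 46.9%, odds ratio 1.69). CGGAC, which contains the GGAC core, was at rank 2 (1.59), followed by GAGGA (1.58), GACGA (1.58) and AGCGA (1.58). Of the first 20 5-mers 12 still contained CG and 2 contained GGAC. Coding sequence and intron composition was tested in windows of 100 nt that lay wholly in CDS of 1 exon, with matched GC. GAAGA remained more common there (30.2% against 21.4%, odds ratio 1.5896, Fisher's exact p = 2.72e-39), and AAGAG and GAGGA led the ranking with 1.79 and 1.74, ahead of GGACT with 1.47 at rank 31. Against random coding windows without GC matching, GAGGA and AAGAG led with 1.83 and 1.80. GAAGA had 1.48 there at rank 37, behind GGACT with 1.54 at rank 27, so that their order depends on the background. Being in CDS and free of intron sequence therefore does not remove the excess of GAAGA, although neither background was matched for purine content. The antibody's own sequence preference and the position of such motifs around methylated sites were not tested, and may contribute to the 1.5896.

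The stop codon peak was compared with neighbouring features. In mRNAs with a 3′ UTR of at least 1000 nt, 1401 midpoints fell in the first 200 nt after the stop codon and 133 in the last 200 nt of the mRNA (ratio 10.5338, exact binomial p = 3.52e-267), which speaks against recovery of 3′ ends. Midpoints cannot come close to the mRNA end, since peaks are wide, but the 200 nt before those held only 287. In 3199 mRNAs whose last exon starts at least 600 nt upstream of the stop codon, 472 midpoints lay within 200 nt of the stop codon and 438 in the first 400 nt of the last exon (ratio 1.0776, exact binomial p = 0.2740). The test did not separate the stop codon from the start of the last exon, so that the enrichment at stop codons in other mRNAs may partly be one at the start of the last exon.

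Strength was related to position and motif. From the weakest to the strongest decile of shared intervals, by the lower of both fold enrichments, GGACT within 100 nt rose from 10.4% to 21.1% and the share near stop codons from 15.9% to 33.0%, while the share in the first 200 nt of the mRNA fell from 14.4% to 3.1%. The first 200 nt held 8.87% of midpoints and 6.00% of redrawn positions (odds ratio 1.53, Fisher's exact p = 1.34e-27). The cap-adjacent nucleotide m6Am, which the antibody may also bind, was predicted to give peaks there without GGACT. In windows of 100 nt, GGACT was present in 12.6% of these peaks, against 10.7% for the same stretch in mRNAs without such a peak (odds ratio 1.2009, 95% interval 0.98 to 1.48, Fisher's exact p = 0.0922). It was present in 16.1% of the windows of the other shared intervals (odds ratio 0.75 for the 5′ end peaks against these, Fisher's exact p = 0.000104). The 5′ end peaks were also weaker, with a median lower fold enrichment of 1.91 against 2.27. The estimate against mRNAs without such a peak is an excess that did not reach the threshold. Its interval holds both no excess and a sizeable one, so that m6Am is neither excluded nor set apart. The peaks also had a higher GC content (68.0% against 58.0%).

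Long internal exons held more intervals than redrawn positions, with ratios of 0.72 for exons under 200 nt, 1.87 for at least 400 but under 1000 nt and 1.42 for 1000 nt or more. If peaks only need room in an exon, the excess was predicted not to rise further in the longest exons. It did not rise but fell (ratio of the last pair 0.7621, Fisher's exact p = 4.61e-06), and a need for room alone does not account for a fall. The explanation is undecided.

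In Olig2, the peak at the stop codon, the strongest of replicate 1, contains no GGACT. Its shared interval of 590 nt (91227304 to 91227893) has 2 GGAC and 13 DRACH matches, compared with 5 GGAC and 8 DRACH matches in the 545 nt of the CDS interval (91226345 to 91226889). No explanation was tested for this pattern.

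Mitochondrial RNA had 3 peaks in replicate 1 and 5 in replicate 2, covering 11.6 kb and 11.1 kb of its 16.3 kb. Their median fold enrichments of 1.1821 and 1.58 were below the lower quartiles of the nuclear peaks, 2.13 and 1.75. The highest mitochondrial fold enrichments, 2.22 in replicate 1 and 2.28 in replicate 2, were above those quartiles. Low medians were predicted for calling over deeply covered RNA, where small differences pass a significance cutoff, but only after the values had been seen. They therefore do not test that explanation, and the lists hold no coverage. Y-linked Kdm5d had 6 peaks in replicate 1 and 3 in replicate 2, and Xist had none in either. Peaks in both Xist and a Y-linked gene, predicted for libraries that mix brains of both sexes, were thus seen in 0 replicates. The labels do not state the sex, and peaks without a call cannot show that a transcript is absent.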
